A study of Schizosaccharomyces pombe with 12 samples. Its data were reported in "Factors governing the transcriptome changes and chronological lifespan of fission yeast during phosphate starvation" (2024).

How the data were processed

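Paired-end sequencing of poly(A)+ RNA, with a stranded library kit, measured transcript levels in 12 libraries of 1 wild-type *S. pombe* strain, 3 for each of 4 groups (0, 2, 4 and 8 h). Per the labels and the paper's methods, the authors mapped reads with HISAT2 2.1.0 to assembly ASM294v2, handled alignments with SAMtools, and counted reads over annotated exons with HTSeq 0.10.0. The authors then compared each later time with 0 h in DESeq2, whose version is not given in the sources used here. The 3 deposited tables hold that output and no values per library. In them the authors give group averages as signal (counts divided by size factors), log2 fold changes with standard errors in log2 units, a Wald score for each feature, and a p-value with its adjusted p-value from DESeq2.

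The tests fixed in advance (a count model, or limma on log values) were replaced, because the deposited tables held the results of comparisons and not counts. Apart from the rebuilt contrast and the alternatives described below, no test between groups was made here. Calls against 0 h follow the authors' values: a fold of 2 or more, an adjusted p of 0.05 or less, and an average of 100 or more in the higher group. The rebuilt contrast used the same criteria on its own values. Adjusted p-values were given for 6579 features at 2 h, 6579 at 4 h and 6319 at 8 h; the 409, 409 and 669 others were never called. Depth per library is known only through the group averages, and 5373, 5358 and 5378 features averaged 100 or more in either group at 2, 4 and 8 h. About 99.8% of these had a standard error of 0.25 or less at each time, where the median was near 0.06.

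The average over all libraries in the authors' fit is not the average of the 4 groups here. The lowest ratio of these averages, shared by 30 features, was 0.571429, the value that 12 of 21 libraries would give with no reads in the rest, so the fit seems to hold 9 further libraries, which are not analysed here. Dispersions, and so standard errors and adjusted p-values, then draw on those 9 as well.

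The 8 h against 2 h contrast was chosen after seeing the data. Its log2 value is that of the ratio of the 8 h and 2 h averages, and its standard error was rebuilt from the averages and a dispersion solved from the deposited standard errors. The median dispersion was 0.00174 over 4164 features with every average at 500 or more. Standard errors for 8 h against 0 h predicted in this way from the 2 h table were 0.995 to 1.00 times the deposited ones (1st to 99th percentile). The contrast covers 6156 features averaging 10 or more, with p-values from the normal distribution adjusted by the Benjamini-Hochberg method.

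Gene lists (31, with 676 members, of which 8 were not matched and 10 were matched by an older symbol) were written in advance, from textbook knowledge and from groups the study names in phosphate-starved mutant cells. The latter hold genes that fell or rose in those cells, which had also left YES for ePMGT. Part of the direction of these lists may therefore be built in. Those with 5 or more tested members (26) were tested with camera on the Wald scores (cameraPR in limma 3.58.1), 2-sided, with a preset inter-gene correlation of 0.01, and adjusted over the 26 lists. The fry test and a correlation estimated from the data need values per library and were not run. The list for aminoacyl-tRNA synthetases was filled by product name, which also took in *trl1* and *asc1*. "Adjusted over the list alone" means Benjamini-Hochberg adjustment of the deposited p-values within the list. Names and order of genes came from the RefSeq annotation of assembly ASM294v3, where 6836 of the 6988 features were found; no positions are given, since the authors used ASM294v2.

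Named features follow a rule set in advance: per time, the 10 largest rises and 5 largest falls among called coding genes; per list, up to 4 members with the largest change at 8 h; the 3 noncoding features with the largest change each way among those called at consecutive times; the 5 largest each way between 8 h and 2 h; and genes the study discusses. It named 138 features, and 17 more were chosen after their values were seen. Members that the study selected from these libraries were counted from the study's supplement. That supplement, with fold changes of the genes it selected at 2, 4 and 8 h, had been read when the gene lists and the naming rule were written, so for those genes neither was blind to direction.

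Overlap from the shared 0 h libraries was simulated 100 times with negative binomial counts for unchanged groups. The calls, the rebuilt contrast and camera were tested on simulated data with 200 of 5299 genes changed. All 67 genes changed 3-fold and all 66 changed 8-fold were called. Of 67 genes changed 1.5-fold, which lie below the 2-fold criterion, 0 were called, and of 5099 unchanged genes 0 were. A list of genes raised 1.5-fold was called, and 0 of 20 unchanged lists were. Simulated genes were drawn independently of each other, so this does not test the preset inter-gene correlation. Near-identical copies were sought with blastn 2.17.0 at 95% identity over 50% or more of the shorter gene.

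Alternatives were no minimum of 100 reads, a test against 1.5-fold, any 2 of the 3 times, adjustment over every p-value, and every feature with a p-value in camera. Further ones, chosen after seeing the data, were centring on the median, standard errors widened 1.5 times, a test against 2-fold, leaving out the 2 h or the 8 h time, preset correlations of 0.05 and 0.1, ranks, log2 fold changes in place of Wald scores, and coding features alone as background. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, biopython 1.88 and R 4.3.3.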

Results

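The series holds 12 libraries of poly(A)+ RNA from a wild-type, haploid *h-* strain of the fission yeast *Schizosaccharomyces pombe*. Per the paper, all its strains carry mutant alleles of *leu1*, *ura4*, *his3* and *ade6*. Log-phase cells in YES, a complex medium of yeast extract with supplements, gave the 0 h libraries. The other libraries came from cells taken 2, 4 and 8 h after the move to ePMGT(+PO4), a defined medium that supplies phosphate, glutamate and thiamine. By the paper's recipe it also supplies adenine, uracil, histidine, lysine, leucine and a mix of amino acids. There were 3 libraries at each of the 4 times, which the study describes as biological replicates. Each comparison with 0 h shows RNA changes after transfer to a defined medium with ample phosphate. No YES culture was taken at 2, 4 or 8 h, so effects of the medium cannot be told from those of handling or time in culture.

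The values are those of the authors' deposited tables, 1 for each later time against 0 h, and each table lists the same 6988 features (5156 coding and 1832 noncoding). The group averages in the authors' deposited tables summed to 16.9 M normalized reads at 0 h, 16.8 M at 2 h, 17.6 M at 4 h and 17 M at 8 h. For features that averaged 100 normalized reads or more in either group, the median standard error of the log2 fold change was 0.0628 at 2 h, 0.0633 at 4 h and 0.0628 at 8 h. Values per library are not analysed here, so the number of libraries showing a direction cannot be given. Throughout, "rose" and "fell" denote a deposited adjusted p of 0.05 or less at any fold. "Called" denotes the study's 3 criteria together, a change of 2-fold or more, an adjusted p of 0.05 or less, and an average of 100 normalized reads or more in the higher group. A value written as x ± y is a log2 fold change against 0 h with its deposited standard error.

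The number of called features grew with time in the defined medium. Of coding genes, 72 were called higher and 2 lower at 2 h, 73 higher and 6 lower at 4 h, and 112 higher and 15 lower at 8 h. Noncoding features added 17 higher and 6 lower at 2 h, the same numbers at 4 h, and 23 higher and 27 lower at 8 h. Most changes were smaller than 2-fold: 2038 features rose or fell at 2 h (1116 rose), 2326 at 4 h (1269 rose) and 3059 at 8 h (1606 rose). The median log2 fold change of features averaging 100 reads or more was -0.0020 at 2 h, -0.0042 at 4 h and 0.024 at 8 h.

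**Figure D1:**
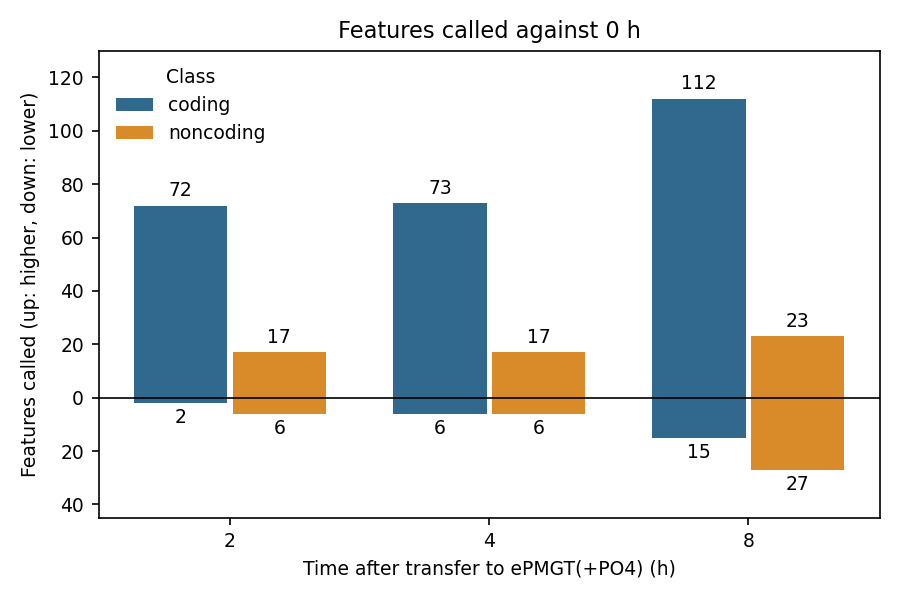
Bars give the number of coding (blue) and noncoding (orange) features called higher (upward) or lower (downward) than at 0 h, by hours after transfer. Coding features called higher numbered 72, 73 and 112 at 2, 4 and 8 h.

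The first comparison asks which RNAs had changed 2 h after the move. The largest rises belonged to genes for uptake of iron and heme and for use of pyrimidines, alanine and other nitrogen compounds. The RNA for the plasma membrane heme transporter *str3* was 90.4-fold above its 0 h level in the authors' deposited table (6.50 ± 0.27, adjusted p = 3.71e-124). The uracil-regulated genes *urg1* (5.53 ± 0.22), *urg2* (4.81 ± 0.19) and *uck2* (3.65 ± 0.20) followed in the authors' deposited table, with the amino acid transporter *isp5* (4.40 ± 0.22) and the alanine racemase *alr2* (4.30 ± 0.14). Iron uptake genes completed the 10 largest rises of the authors' deposited table, namely the iron multicopper oxidase *fio1* (3.82 ± 0.09), the iron permease *fip1* (3.67 ± 0.08), the siderophore transporter *str1* (3.50 ± 0.09) and the ferric-chelate reductase *frp1* (3.41 ± 0.13). Only the copper transporter subunit *ctr4* (-1.34 ± 0.22, adjusted p = 2.12e-08) and the peptide transporter *ptr2* (-1.24 ± 0.13, adjusted p = 1.33e-20) were coding genes called lower in the authors' deposited table for 2 h. Some rises were largest at this time: the urea transporter *SPBC23G7.13c* stood at 1.75 ± 0.19 at 2 h and at -0.03 ± 0.21 and -0.21 ± 0.21 at 4 and 8 h in the authors' deposited tables, neither of the later values passing. The PhzF-family gene *aes1*, chosen after its values were seen, went from 1.47 ± 0.06 to 0.92 ± 0.06 and 0.21 ± 0.06 in the authors' deposited tables for 2, 4 and 8 h. With the test made against a 2-fold change in place of no change, a choice made after seeing the data, 54 of the 89 higher calls at 2 h passed and no lower call did.

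At 4 h the same groups led, and more hexose genes were called than at 2 h. In the authors' deposited table, *str3* remained the largest rise (6.44 ± 0.27), followed by *alr2* (5.62 ± 0.14), *urg1* (4.60 ± 0.22), *frp1* (4.44 ± 0.12), *fio1* (4.31 ± 0.09) and *fip1* (4.13 ± 0.08). The arginase *car1* (3.58 ± 0.12), *urg2* (3.76 ± 0.19), *str1* (3.68 ± 0.09) and the extracellular 5'-nucleotidase *SPBPB2B2.06c* (3.43 ± 0.18) completed the 10 largest rises in the authors' deposited table. The glucose transporter *ght5* rose by 1.93 ± 0.11 and the glucose dehydrogenase *gcd1* by 1.45 ± 0.10 in the authors' deposited table, both called for the first time at 4 h. The coding genes called lower in the authors' deposited table were *ctr4* (-1.92 ± 0.22), *ptr2* (-1.36 ± 0.13), the transporter pseudogene *SPBPB10D8.03* (-1.28 ± 0.25), the aldo/keto reductase *SPAC977.14c* (-1.16 ± 0.07), the glutathione S-transferase *gst2* (-1.14 ± 0.08) and the copper transporter subunit *ctr5* (-1.06 ± 0.13). Against a 2-fold change, 59 of the 90 higher and 2 of the 12 lower calls at 4 h passed.

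At 8 h, iron uptake and nitrogen genes were still high. Some members of the lists for hexose transport and glucose repression, zinc and core stress had risen by 2-fold or more. In the authors' deposited table for 8 h, *str3* (6.26 ± 0.27), *alr2* (5.67 ± 0.14), *urg1* (33.6-fold), *frp1* (4.49 ± 0.12), *fio1* (4.21 ± 0.09), *urg2* (4.19 ± 0.19), *SPAPJ695.02* (4.18 ± 0.14), *fip1* (17.1-fold) and *car1* (3.80 ± 0.12) were among the 10 largest rises. The first of those 10, *SPAC977.05c*, averaged 0.71 normalized reads at 0 h in the authors' deposited table, so that its log2 fold change of 8.92 (95% interval 6.89 to 10.94) rests on few reads, and it has 2 near-identical copies between which reads could be divided. The invertase *inv1* (2.22 ± 0.17), the alcohol dehydrogenase *adh4* (2.25 ± 0.06), *lsd90* (2.69 ± 0.21), the glyceraldehyde 3-phosphate dehydrogenase *gpd3* (2.17 ± 0.12) and the ferritin-related *rds1* (1.60 ± 0.08) all rose in the authors' deposited table. The largest falls among coding genes in the authors' deposited table were *ctr4* (-2.24 ± 0.22), *SPAC6C3.03c* (-1.93 ± 0.18), the transcription factor *grt1* (-1.72 ± 0.12), *SPBPB10D8.03* (-1.67 ± 0.25) and the methyltransferase *SPCC70.08c* (-1.56 ± 0.07). The biotin transporter *vht1*, chosen after its values were seen, also fell (-1.35 ± 0.07) in the authors' deposited table. Against a 2-fold change, 79 of the 135 higher and 11 of the 42 lower calls at 8 h passed.

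Asking for calls at consecutive times, as the study did, kept 72 coding genes higher and 5 lower. Of the 72, 52 were called at all 3 times, 1 at 2 and 4 h (the iron-sulfur cluster scaffold *isu1*) and 19 at 4 and 8 h, with largest folds per gene of up to 90.4. The 5 lower genes were *ctr4*, *ptr2*, *ctr5*, *SPBPB10D8.03* and *SPAC977.14c*, with largest folds down of 2.24 to 4.73. These 77 genes are the same genes as those the study selected, which follows from applying the same criteria to the same tables. Higher calls shared by 2 and 4 h numbered 66, where independent lists of these sizes would share 1.49. Between 4 and 8 h 87 were shared (2.26 for independent lists), and between 2 and 8 h 68 (2.22). Lower calls shared were 4 (0.0178), 11 (0.0936) and 7 (0.0622) for the same pairs of times. All 3 comparisons use the same 0 h libraries, and 100 simulated sets of unchanged groups against shared controls gave 0 shared calls. Across 5404 features, which are not independent replicates, log2 fold changes at 2 and 4 h had r = 0.875 and covariance 0.126, at 4 and 8 h 0.900 and 0.163, and at 2 and 8 h 0.774 and 0.132. The simulated unchanged groups gave a mean r of 0.501 and a mean covariance of 0.00368, and since 3 control libraries cannot be split, part of each overlap may come from the shared controls. The same sign was seen in 79.5%, 79.8% and 70.7% of features for these pairs, against 66.4% in the simulation.

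Genes called higher at consecutive times were often neighbours in chromosome order, among genes with enough reads to be called. Among 4819 coding genes in chromosome order (assembly ASM294v3), the 72 called higher formed 15 side-by-side pairs, where 10000 random placements gave a mean of 1.1 and at most 7. The pairs placed 25 genes in 10 runs, the longest with 6 genes (*SPAC1002.16c*, *urg2*, *urg3*, *urg1*, *toe1* and *uck2*). Other runs held *fip1* and *fio1*, *ght4* and *frp1*, *alr2* and *aat1*, *isp5* and *mmf2*, and *SPAPJ695.02*, *ght3* and *str3*. Of the 15 pairs 5 lay on 1 strand, and none of the 77 genes called at consecutive times has a near-identical copy.

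Noncoding RNAs showed changes as large as those of coding genes. In the authors' deposited tables, the predicted antisense RNA *SPNCRNA.577* rose by 4.72 ± 0.23, 6.37 ± 0.23 and 6.66 ± 0.23 at 2, 4 and 8 h. The intergenic RNAs *SPNCRNA.935* (5.28 ± 0.17 at 8 h) and *SPNCRNA.604* (3.36 ± 0.24 at 2 h) were next at 2 h in the authors' deposited tables among those called at consecutive times. The largest falls at 8 h among those called at consecutive times were, in the authors' deposited table, *SPNCRNA.1312* (-2.57 ± 0.22), *SPNCRNA.652* (-1.70 ± 0.11) and *SPNCRNA.934* (-1.55 ± 0.09). In total 16 noncoding features were called higher at consecutive times and 6 lower, again the same features that the study selected. The libraries were made with a stranded kit, but the strand setting of the read counting is not given in the sources used here, so values of antisense RNAs remain uncertain. Transcripts without a poly(A) tail also moved: of 19 snoRNAs averaging 100 reads or more, 15 fell at 8 h (median log2 fold change -0.60), among them U17 (*SPSNORNA.20*, -1.08 ± 0.11 in the authors' deposited table). Reads of 18S and 28S rRNA, residues of the poly(A) selection, fell as well in the authors' deposited table (*SPRRNA.46*, -1.16 ± 0.25, and *SPRRNA.49*, -1.12 ± 0.27, both at 8 h). U17 and these rRNAs were chosen after their values were seen.

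**Figure D2:**
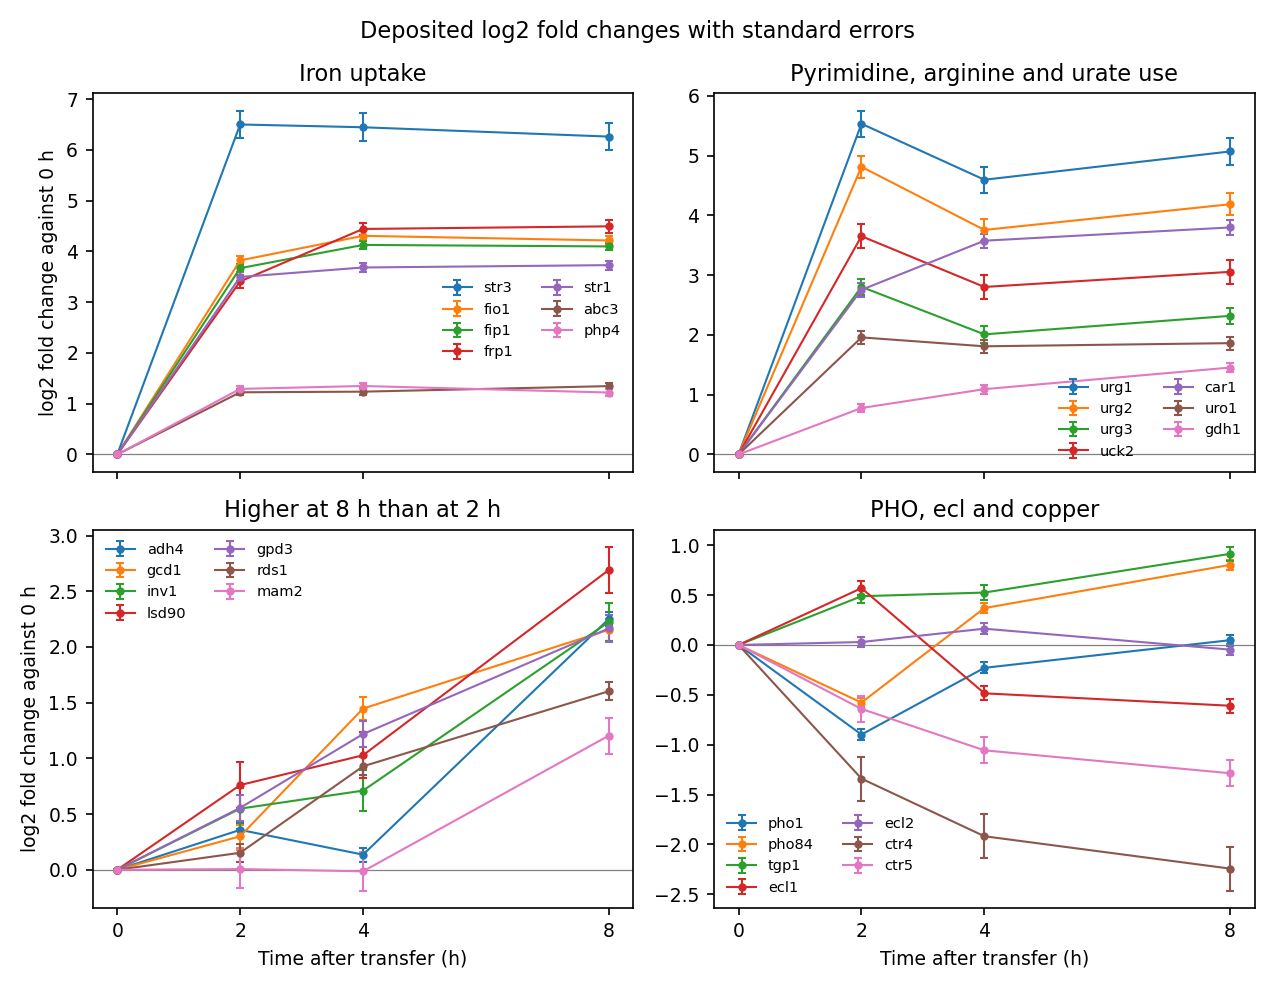
Points are log2 fold changes against 0 h in the authors' deposited tables and bars their standard errors, by hours after transfer, for 28 named genes in 4 panels. Of the genes shown, *str3* was highest at each time, *urg1* peaked at 2 h at 5.53, and *adh4* went from 0.14 at 4 h to 2.25 at 8 h.

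Genes for iron acquisition rose together and by more than any other group. Of 12 listed genes, 11 rose and 1 did not pass at 2 and at 4 h, and all 12 rose at 8 h, with median log2 fold changes of 1.61, 2.39 and 2.68. The counts were the same when adjusted over the list alone, and camera placed the list above other features at each time (adjusted p = 7.83e-76, 3.44e-85 and 2.35e-58). Beyond *str3*, *fio1*, *fip1*, *frp1* and *str1*, genes chosen after their values were seen were the vacuolar heme exporter *abc3* (1.35 ± 0.06 at 8 h), the iron-responsive repressor *php4* (1.22 ± 0.06), the siderophore synthesis gene *sib2* (1.63 ± 0.07), the second ferric reductase *frp2* (1.48 ± 0.16) and the heme receptor *shu1* (3.81 ± 0.58, averaging under 100 reads), all from the authors' deposited table. Of 19 iron-using proteins, 2 rose and 6 fell at 2 h, 5 and 7 at 4 h, and 6 and 7 at 8 h, and camera did not call the list (adjusted p = 0.923, 0.749 and 0.330). In that list the authors' deposited table for 8 h gave 0.84 ± 0.04 for *isu1*, -0.57 ± 0.06 for the vacuolar iron transporter *pcl1*, -0.49 ± 0.03 for the biotin synthase *bio2* and -0.46 ± 0.05 for the isopropylmalate dehydratase *leu2*. Lists named here were fixed before the data were examined, though with knowledge of the genes that the study selected. The study selected 8 of the iron acquisition genes from these same libraries, so their direction is not independent evidence, and the same holds for the members counted as selected below.

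The zinc transporter gene *zrt1* rose while genes of the copper transporter fell. The rises of *zrt1* were 2.70 ± 0.04, 2.90 ± 0.04 and 3.37 ± 0.04 at 2, 4 and 8 h in the authors' deposited tables, while *ctr4* and *ctr5* (-1.29 ± 0.13 at 8 h) fell. Of the 10 listed genes, 5 rose and 2 fell at 2 h, 3 and 4 at 4 h, and 4 and 4 at 8 h, with 3 members selected by the study. Median and mean log2 fold changes stayed near or above 0 (0.01 and 0.26 at 8 h) although as many members fell as rose at that time. Camera called the list up at each time (adjusted p = 7.30e-07, 3.10e-04 and 2.60e-08). On ranks it was not called (adjusted p = 0.515, 0.852 and 0.919 at 2, 4 and 8 h). At 4 h its direction was down on ranks and on log2 fold changes. The members called higher at 8 h were *zrt1* and *adh4*.

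Genes for use of nitrogen sources rose early and stayed high. Of 20 listed genes, 18 rose and 1 fell at 2 h, 16 and 1 at 4 h, and 16 and 2 at 8 h, with medians of 0.78, 0.95 and 1.16 (camera adjusted p = 5.69e-38, 1.41e-28 and 1.34e-20), and the study selected 10 of them. Named after their values were seen, the uricase *uro1* (1.86 ± 0.11 at 8 h), *urg3* (2.32 ± 0.14), the ornithine transaminase *car2* (1.30 ± 0.04) and the glutamate dehydrogenase *gdh1* (1.45 ± 0.07) rose in the authors' deposited table, as did the ammonium transporter *amt1*, which was called at 2 h alone (1.24 ± 0.07). Among 13 genes for amino acid and peptide transport, 8 rose and 3 fell at 2 h, 7 and 3 at 4 h, and 6 and 4 at 8 h (7 and 4 adjusted over the list alone), with medians of 0.50, 0.37 and 0.33 and 6 selected by the study. Camera called this list up at each time (adjusted p = 2.28e-07, 2.53e-04 and 0.00723), but not on ranks (adjusted p = 0.101, 0.276 and 0.341), nor at 8 h with a preset correlation of 0.1 (0.0816). The authors' deposited table for 8 h gave 2.70 ± 0.12 for the oligopeptide transporter *isp4* and 1.79 ± 0.13 for the proline transporter *put4*, against -1.44 ± 0.13 for *ptr2*.

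Hexose transport and glucose-repressed genes rose stepwise with time. Of 14 genes, 7 rose at 2 h, 9 at 4 h and 10 at 8 h and the rest did not pass, with medians of 0.27, 0.60 and 0.86 (camera adjusted p = 0.00175, 6.43e-08 and 8.63e-10), and 4 were selected by the study. The gluconate symporter *ght3* was at 1.74 ± 0.14 and *gcd1* at 2.15 ± 0.10 by 8 h in the authors' deposited table. Of 26 core stress response genes, 10 rose and 5 fell at 2 h, 15 and 5 at 4 h, and 13 and 5 at 8 h, and camera called the list at 8 h (median 0.15, adjusted p = 0.00193; 0.0896 with a preset correlation of 0.1 and 0.0889 on ranks), with 6 selected by the study. The cation exporter *cta3* stood at 2.74 ± 0.25 at 2 h and 2.14 ± 0.25 at 8 h in the authors' deposited tables. Of 14 genes of the methionine and S-adenosylmethionine cycle, 8 rose and 4 fell at 2 and at 4 h, and 8 and 3 at 8 h (camera adjusted p = 7.66e-12, 2.12e-12 and 1.51e-06; 0.101, 0.0555 and 0.0774 on ranks), with 3 selected by the study. Here *sam1* (1.02 ± 0.04), *shm1* (1.07 ± 0.05) and the phospholipid methyltransferase genes *cho1* (1.22 ± 0.05) and *cho2* (0.97 ± 0.03) led at 8 h in the authors' deposited table. Histone genes rose slightly (7, 9 and 8 of 9 at 2, 4 and 8 h, medians 0.24, 0.28 and 0.21, camera adjusted p = 8.50e-05, 6.32e-06 and 0.0175; 0.0900 at 8 h with a preset correlation of 0.1), with 0.27 ± 0.03 for *hhf2* at 8 h in the authors' deposited table.

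Heat shock proteins fell at 2 h and most had moved back by 4 h. Of 16 genes, 14 fell and 1 rose at 2 h (median -0.56, camera adjusted p = 1.51e-15), 2 fell and 5 rose at 4 h (0.06, 0.503), and 10 fell and 2 rose at 8 h (-0.19, 0.0814). On ranks camera called the list down at 8 h as well (adjusted p = 0.0138). The Hsp40 proteins *mas5* (-0.60 ± 0.05) and *psi1* (-0.74 ± 0.08), the Hsp90 chaperone *hsp90* (-0.62 ± 0.05) and its activator *aha1* (-0.62 ± 0.05) fell at 2 h in the authors' deposited table, and *psi1* and *hsp90* were chosen after their values were seen. The exception was *hsp9*, which was called higher at each time in the authors' deposited tables (1.60 ± 0.13 at 8 h) and was selected by the study.

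Genes of the translation apparatus fell by small amounts. The lists for ribosomal proteins, ribosome assembly, translation factors and tRNA biogenesis hold genes that the study found lowered in starved mutant cells, not whole classes. Likewise, the lists for autophagy and phosphate mobilization hold genes raised in such cells. The Pol1 and Pol3 list holds genes lowered in such cells together with *brf1*, *bdp1* and *maf1*, which were raised. Those cells had also left YES for ePMGT, so the camera calls of these lists may be partly built in. Of 82 ribosomal protein genes, 69 fell at 2 h (77 adjusted over the list alone), 10 at 4 h (4) and 74 at 8 h (77), the rest not passing, with medians of -0.20, -0.08 and -0.24 (camera adjusted p = 8.64e-11, 0.00535 and 6.31e-09; 0.339 at 4 h with a preset correlation of 0.1). The largest change at 8 h in the authors' deposited table was -0.39 ± 0.06 for *rpl1902*. Of 116 ribosome assembly factors, 61 fell and 5 rose at 2 h, 81 and 5 at 4 h, and 99 and 4 at 8 h, with medians of -0.12, -0.18 and -0.34 (camera adjusted p = 2.86e-07, 5.49e-12 and 3.46e-26; 0.0546 at 2 h with a preset correlation of 0.1), led by *rrs1* (-0.69 ± 0.06 at 8 h in the authors' deposited table). Of 45 translation factors, 23, 20 and 30 fell and 1, 4 and 3 rose (medians -0.12, -0.08 and -0.17), and the elongation factor methyltransferase *efm6* was called lower at 8 h in the authors' deposited table (-1.04 ± 0.06). Of 29 tRNA biogenesis genes, 15, 17 and 20 fell (medians -0.14, -0.16 and -0.26), with -0.66 ± 0.04 for the La protein *sla1* at 8 h in the authors' deposited table. Camera called both lists down at each time (adjusted p from 1.94e-05 to 0.00290), though tRNA biogenesis had adjusted p = 0.120 at 2 h and 0.0512 at 4 h and translation factors 0.199 at 4 h with a preset correlation of 0.1. The list for aminoacyl-tRNA synthetases (37 genes matched by product name, among them the tRNA ligase *trl1* and the synthetase cofactor *asc1*) had 13, 20 and 19 falls and 3, 2 and 6 rises (camera adjusted p = 0.0471, 0.00271 and 0.00922; 0.331, 0.171 and 0.184 with a preset correlation of 0.1). Of 18 genes of the Pol1 and Pol3 machinery, 10 fell and 2 rose at 8 h (median -0.24, adjusted p = 0.0185; 0.150 with a preset correlation of 0.1), while the Pol3 repressor *maf1* rose (0.66 ± 0.07 in the authors' deposited table).

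Amino acid biosynthesis genes fell after 2 h, while those for purine and pyrimidine biosynthesis had fallen by then. These lists include *leu1*, *his3*, *ade6* and *ura4*, for which all strains of the study carry mutant alleles. Of 37 amino acid biosynthesis genes, 7 fell and 6 rose at 2 h, 23 fell at 4 h, and 31 fell and 1 rose at 8 h, with medians of -0.02, -0.16 and -0.38 (camera adjusted p = 0.524, 1.13e-06 and 2.02e-14). The homocitrate synthase *lys4* (-0.62 ± 0.05) and the aspartate semialdehyde dehydrogenase *SPCC1827.06c* (-0.79 ± 0.04) fell at 8 h in the authors' deposited table. Of 17 tested genes for purine and pyrimidine biosynthesis, 11, 13 and 15 fell (medians -0.15, -0.21 and -0.34, camera adjusted p = 3.42e-04, 3.06e-06 and 1.79e-10), with -0.70 ± 0.04 for *ura3* and -0.64 ± 0.03 for *gua2* at 8 h in the authors' deposited table.

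**Figure D3:**
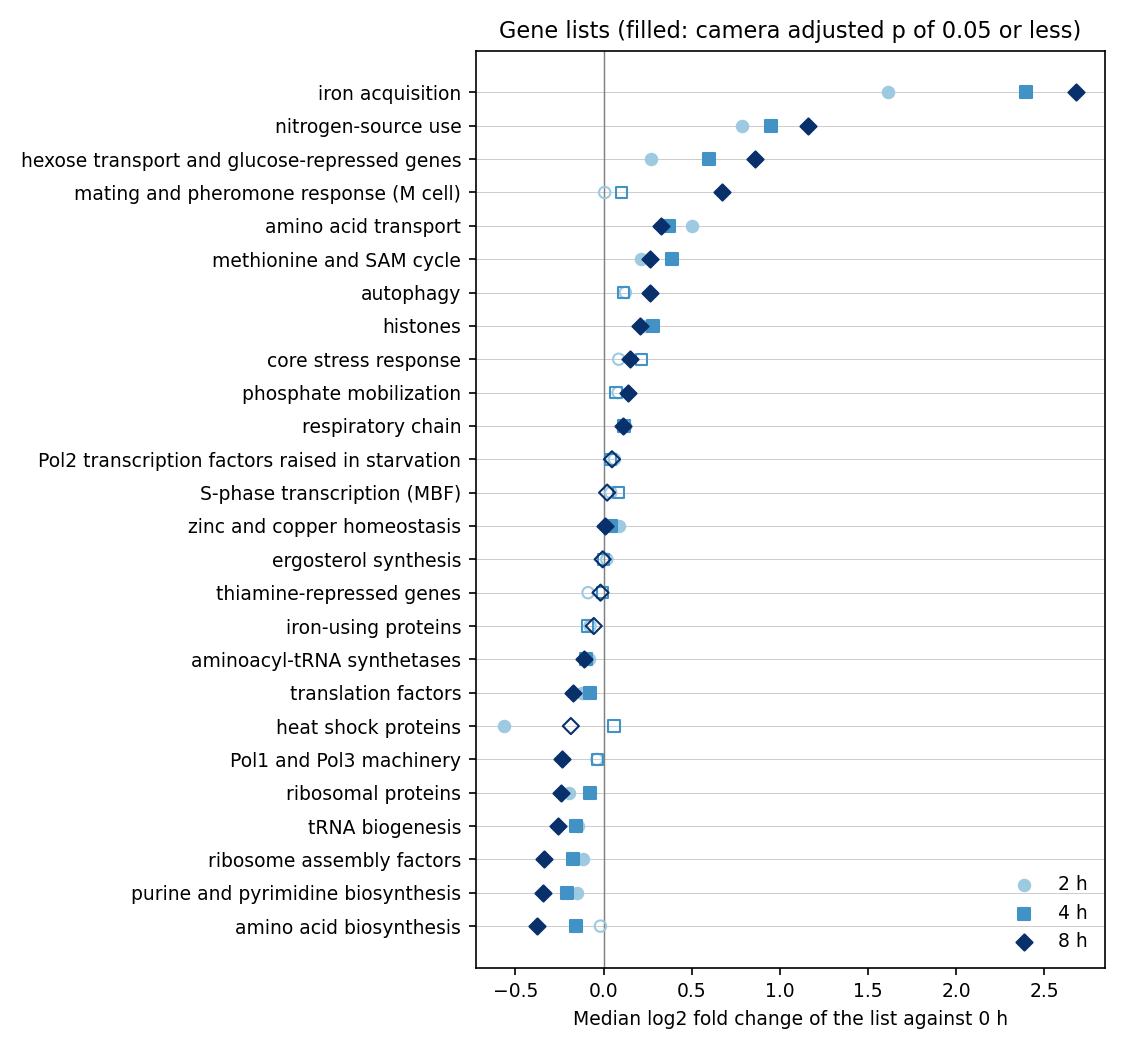
Each row is a gene list and each marker the median log2 fold change of its tested members against 0 h at 2, 4 and 8 h, filled where camera gave an adjusted p of 0.05 or less. Iron acquisition lies highest at 2.68 at 8 h, and amino acid biosynthesis lowest at 8 h at -0.38.

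The PHO regulon genes stayed within 2-fold of their 0 h levels in this phosphate-replete medium, but were higher at 8 h than at 2 h. In the authors' deposited tables the acid phosphatase *pho1* fell at 2 h (-0.90 ± 0.06) and was back at 0.05 ± 0.06 by 8 h, and the phosphate transporter *pho84* went from -0.58 ± 0.05 at 2 h to 0.80 ± 0.05 at 8 h. The glycerophosphodiester transporter *tgp1* rose at each time (0.49 ± 0.07, 0.53 ± 0.07 and 0.91 ± 0.07), and the transporter *pho842* went from 0.59 ± 0.08 to -0.25 ± 0.08 at 8 h, all in the authors' deposited tables and all below 2-fold. So of the 3 genes of the PHO regulon, 1 rose and 2 fell at 2 h, 2 rose and 1 fell at 4 h, and 2 rose at 8 h. From 2 h to 8 h all 3 were higher in the rebuilt contrast (median 0.95), and *pho84* was called (1.38). Of 34 phosphate mobilization genes, 10 rose and 4 fell at 2 h, 12 and 6 at 4 h, and 14 and 3 at 8 h, and camera called the list at 8 h (median 0.14, adjusted p = 0.00294; 0.127 with a preset correlation of 0.1). The members called were extracellular 5'-nucleotidases in the authors' deposited tables, *SPBPB2B2.06c* (3.73 ± 0.18 at 8 h), *SPAC1039.02* (3.10 ± 0.18 at 2 h and 1.87 ± 0.18 at 8 h) and *SPAC17G6.03* (1.07 ± 0.07 at 2 h), of which the study selected 2. Of the lifespan-extending *ecl* genes, *ecl1* rose at 2 h (0.57 ± 0.07) and fell at 8 h (-0.61 ± 0.07), *ecl2* was at -0.05 ± 0.05 at 8 h, not passing, and *ecl3* rose at 8 h (1.20 ± 0.26, averaging under 100 reads) in the authors' deposited tables.

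Among the remaining lists, mating genes rose late, and autophagy genes rose in part from 2 h on. Of 26 autophagy genes, 10 rose at 2 and at 4 h and 18 at 8 h (median 0.26, camera adjusted p = 0.00895 at 8 h; 0.148 with a preset correlation of 0.1), and camera did not call the list for 8 h over 2 h (adjusted p = 0.148). On ranks it was called at 2 and 4 h as well (adjusted p = 6.82e-04 and 0.00435). Members were *atg1* at 0.46 ± 0.07, *atg12* at 0.28 ± 0.14, which did not pass, and the vacuolar protease *isp6* at 1.02 ± 0.13 in the authors' deposited table for 8 h. Of 15 tested mating genes of M cells, the type an *h-* strain should be, 1 rose at 2 h, 4 at 4 h and 11 at 8 h (1 fell), with medians of 0.01, 0.10 and 0.67 (camera adjusted p = 0.804, 0.546 and 2.20e-04). The pheromone receptor gene *mam2* (1.20 ± 0.16) and the M-factor gene *mfm2* (1.20 ± 0.20) were called higher at 8 h in the authors' deposited table. Of 4 genes that mark P cells, the other mating type, 2 rose at 8 h, *map1* (0.66 ± 0.10) and *sxa1* (0.32 ± 0.05), while the P-factor gene *map2* was at -0.29 ± 0.15 and the receptor gene *map3* at 0.18 ± 0.11 in the authors' deposited table, neither passing. Of 27 respiratory chain genes, 14, 11 and 11 rose at 2, 4 and 8 h and the rest did not pass (camera adjusted p = 0.0120, 0.0921 and 0.0195; 0.0809 at 2 h and 0.0929 at 8 h with a preset correlation of 0.05), with 0.40 ± 0.05 for *atp2* at 8 h in the authors' deposited table. Camera called no other list at 8 h: of 21 Pol2 transcription factors raised in starvation 6 rose and 3 fell (adjusted p = 0.235), of 9 S-phase genes 2 rose (0.849), of 18 ergosterol genes 5 rose and 3 fell (0.825), and of 7 thiamine-repressed genes 2 rose and 3 fell (0.603). The transcription factors *cbf12* (1.90 ± 0.09) and *toe1* (1.28 ± 0.09) and the short-chain dehydrogenase *SPAC521.03* (1.52 ± 0.11), named in advance, rose in the authors' deposited table for 8 h. Of 24 rRNA features tested at 8 h, 10 fell and the rest did not pass, and the 11 genes of the mitochondrial genome had no tested feature. Of 26 lists tested, camera called 15 at 2 h, 14 at 4 h and 20 at 8 h with its preset correlation of 0.01, of which 13, 11 and 16 held at 0.05 and 11, 10 and 12 at 0.1. With log2 fold changes in place of Wald scores, 5, 5 and 11 held. Not called on them at any time were histones (adjusted p = 0.628, 0.433 and 0.620), translation factors (0.150, 0.336 and 0.0925), tRNA biogenesis (0.303, 0.241 and 0.0702), aminoacyl-tRNA synthetases (0.532, 0.386 and 0.401), the methionine cycle (0.150, 0.139 and 0.138) and zinc and copper (0.659, 0.946 and 0.399). Calls lost on them at single times were those of purine and pyrimidine biosynthesis (0.344 at 2 h and 0.241 at 4 h), the respiratory chain (0.659 at 2 h and 0.620 at 8 h), hexose transport and ribosome assembly (both 0.104 at 2 h), ribosomal proteins (0.265 at 4 h), amino acid biosynthesis (0.140 at 4 h), autophagy (0.138 at 8 h) and Pol1 and Pol3 (0.38 at 8 h). A correlation estimated from the libraries needs values per library and was not computed.

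Comparing 8 h with 2 h asks whether RNA levels differed further after 2 h. The contrast was rebuilt from the authors' deposited tables and chosen after seeing the data. In it, 29 coding genes and 5 noncoding features were called higher at 8 h than at 2 h, and 17 coding genes and 22 noncoding features lower. With no YES culture at these times, a continuing response to the medium cannot be told from time in culture. The largest gains on the log2 scale were *SPAC977.05c* (4.82, with the reservations above), *SPNCRNA.577* (1.94), *lsd90* (1.93), *adh4* (1.89) and *gcd1* (1.85). The largest losses were *SPNCRNA.1328* (-2.27), *SPAC6C3.03c* (-2.14), *SPBC23G7.13c* (-1.96), *SPNCRNA.888* (-1.76) and *SPAC9G1.14* (-1.61). Iron uptake genes had mostly risen by 2 h, yet 8 of the 12 were higher still (median 0.35, camera adjusted p = 1.08e-04). Nitrogen-source genes went both ways, 5 higher and 9 lower of 20, with a median of -0.21 and a mean of -0.11, where camera's direction was up (adjusted p = 0.927). Heat shock genes regained ground (14 of 16 higher, median 0.36, camera adjusted p = 4.22e-08), and mating genes were higher (13 of 15, 0.56, 4.22e-08). So were hexose transport and glucose-repressed genes (8 higher and 1 lower of 14, 0.36, 1.04e-07). Amino acid biosynthesis (28 lower and 1 higher of 37, -0.35, 1.65e-23) and ribosome assembly (85 lower and 1 higher of 116, -0.21, 6.64e-21) were lower at 8 h than at 2 h. Against a 2-fold change, 13 of the 34 higher and 8 of the 39 lower calls passed.

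**Figure D4:**
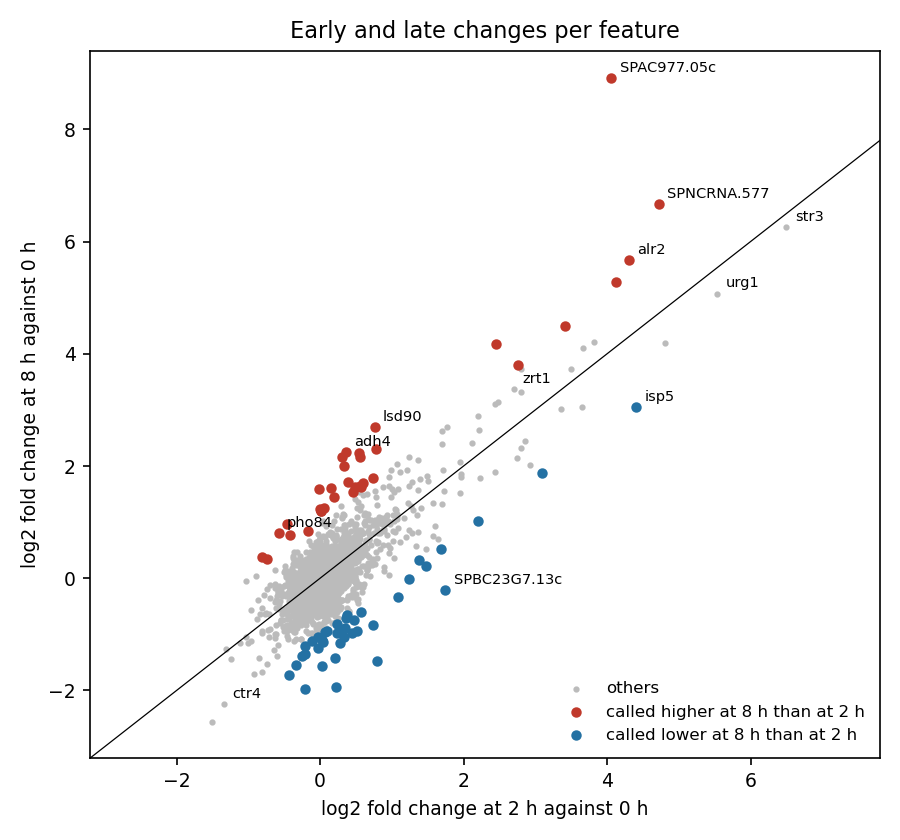
Each point is a feature averaging 100 normalized reads or more, with its log2 fold change against 0 h at 2 h (x) and 8 h (y) in the authors' deposited tables, and the line marks equal change. The 34 features called higher at 8 h than at 2 h are red and the 39 called lower are blue.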

Values the study reported

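The study reported that 72 annotated protein-coding transcripts were raised between 2-fold and 90-fold in ePMGT(+PO4), and that 5 coding genes went down by 2- to 4-fold. Among the raised genes it counted 9 of the iron homeostasis regulon and 21 transporters that do not carry iron. It stated that 47 of the 72 were also raised after transfer to medium without phosphate. For 2 predicted 5'-nucleotidase genes it gave changes of 13-fold (*SPBPB2B2.06c*) and 4-fold (*SPAC1039.02*) at 8 h. The iron concentration was given as 3.2 μM in YES and 0.74 μM in ePMGT, and the phosphate in ePMGT(+PO4) as 15.5 mM. Doubling times were 147 min in ePMGT(+PO4) and 143 min in YES. Over all RNA sequencing of the study, which includes mutant strains, libraries had 14.9 M to 37.7 M read pairs, of which 89% to 99% mapped, and replicates correlated with Pearson coefficients of 0.963 to 0.989.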

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

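Tests on genes that lie side by side were set before their result was seen, while the contrast of 8 h with 2 h, the tests on it and the tests on snoRNAs were chosen only after the result was seen. All values of this part for 8 h over 2 h are log2 values from the rebuilt contrast, or list medians of them.

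A difference between the 8 h and 2 h groups singled out 29 named features. Higher at 8 h were *SPAC977.05c* (4.82), *SPNCRNA.577* (1.94), *lsd90* (1.93), *adh4* (1.89), *gcd1* (1.85), *SPAPJ695.02* (1.74), *inv1* (1.68), *gpd3* (1.61), *rds1* (1.45), *pho84* (1.38), *alr2* (1.37), *mam2* (1.20), *mfm2* (1.19), *SPNCRNA.935* (1.15), *frp1* (1.08) and *car1* (1.04). Lower at 8 h were *SPNCRNA.1328* (-2.27), *SPAC6C3.03c* (-2.14), *SPBC23G7.13c* (-1.96), *SPNCRNA.888* (-1.76), *SPAC9G1.14* (-1.61), *SPCC70.08c* (-1.60), *isp5* (-1.36), *grt1* (-1.28), *aes1* (-1.26), *SPAC1039.02* (-1.23), *SPNCRNA.934* (-1.22), *ecl1* (-1.18) and *vht1* (-1.14). Gene lists that differed were mating genes of M cells (0.56), heat shock proteins (0.36), hexose transport and glucose-repressed genes (0.36), iron acquisition (0.35), core stress response (0.15), phosphate mobilization (0.05), zinc and copper (-0.07, where camera's direction was up), tRNA biogenesis (-0.14), Pol1 and Pol3 machinery (-0.16), ribosome assembly (-0.21), purine and pyrimidine biosynthesis (-0.21) and amino acid biosynthesis (-0.35). Of these calls, core stress (adjusted p = 0.152), phosphate mobilization (0.168), tRNA biogenesis (0.0871) and Pol1 and Pol3 (0.124) were lost with a preset correlation of 0.05, and zinc and copper (0.0927) with 0.1; on log2 fold changes, phosphate mobilization and tRNA biogenesis (both 0.374), Pol1 and Pol3 (0.451), purine and pyrimidine biosynthesis (0.119) and zinc and copper (0.653) were lost. Values not analysed here come from the 9 further libraries that the authors' fit seems to hold and whose identity is not known, where the implied average was 100 or more and at least 2 times every group average here for 472 features, and at most 0.5 times every group average for 406.

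Genes higher at 8 h than at 2 h could reflect scaling between the libraries or a change in the cultures. A shift in scaling between the 2 h and 8 h libraries stays open: 33 features were called after centring, but the values are already scaled and centring moved them by only 0.015, which tests nothing. Hexose transport and glucose-repressed genes lay higher at 8 h than at 2 h (camera adjusted p = 1.04e-07), a direction that lower glucose in the cultures could give. But much of that list is hexose transporters and hexokinases. Glucose was not measured, and other changes could raise the same genes. Lower nitrogen supply in the cultures by 8 h stays open, since nitrogen-source genes did not move as a group (camera adjusted p = 0.927).

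Genes called higher at consecutive times lay side by side in 15 pairs, in the order that leaves out genes with few reads. Chance placement of the called genes is excluded (one-sided permutation p = 1e-04, the smallest that 10000 placements can give). Reads shared between near-identical neighbouring copies are excluded too, since 0 of the 15 pairs match each other. Transcription running on from the called gene upstream stays open. Of the 15 side-by-side called pairs 5 lay on 1 strand, where 45.4% of all neighbouring pairs are (one-sided permutation p = 0.890 for more). That test needs reads counted by strand, and the strand setting is not given. Most of the 5 pairs on 1 strand also lie in the longest run. Shared regulation of neighbours might remain, and was not tested.

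Of 19 snoRNAs averaging 100 reads or more, 15 fell at 8 h (medians 0.10, -0.13 and -0.60 at 2, 4 and 8 h). A shift in scaling between the 0 h and 8 h libraries stays open, since centring, after which all 15 remained past an adjusted p of 0.05, moved values by only 0.024 and away from 0 for these RNAs. A change in how much RNA without a poly(A) tail passed the selection cannot be told from biology: the share of tRNA reads rose by 0.88 on the log2 scale (95% counting bounds 0.67 and 1.08) from few reads, while those of snoRNA (-0.76), rRNA (-1.11) and snRNA (-0.86) fell. The 2 rRNAs averaging 100 reads or more were already low at 2 h (median -1.04) and 4 h (-1.32), when snoRNAs were not, but 2 features cannot decide this. A lower rate of ribosome assembly could be linked, since ribosome assembly genes fell at 8 h (camera adjusted p = 3.46e-26), though that list does not measure snoRNA synthesis.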

How the results depend on the processing

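The tests against 2-fold, without 1 of the times, centred, with widened standard errors, and all alternatives of camera but every feature with a p-value were chosen only after the result was seen. Of 190 alternative values of 29 counts, 139 lay within 1.5 times the reported count and 51 did not. Adjustment over every p-value and widened standard errors left the called sets against 0 h unchanged at each time. Centring moved values by 0.024 or less. Counts that held under these settings therefore say little about robustness. No named feature reversed its call. The zinc and copper list, called up at 4 h, pointed down on ranks and on log2 fold changes, without a call. For 8 h over 2 h that list, called up, also pointed down on ranks. No count moved by over 1.5 times with adjustment over every p-value, centring on the median, standard errors widened 1.5 times, any 2 of the 3 times, or without the 2 h time, nor did the number of lists called with ranks, coding features alone as background, every feature with a p-value, or a correlation of 0.05, although single lists lost or gained their call. Among 155 named features and 620 alternative values, 605 kept their side, 4 were no longer called (*isp6* and *sam1* after centring, at 1.00 and 0.99, and *SPRRNA.46* and *SPRRNA.49* in the test against 1.5-fold, adjusted p = 0.416 and 0.792), and 11 were newly called.

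Without the minimum of 100 normalized reads more features with few reads enter by construction. All features then gave 25 lower at 2 h, 143 higher and 34 lower at 4 h, 98 lower at 8 h, and 25 lower at consecutive times; coding genes gave 5 lower at 2 h. Noncoding features gave 43, 51 and 56 higher and 20, 26 and 77 lower at 2, 4 and 8 h, and 39 higher and 18 lower at consecutive times. The rebuilt contrast gave 56 features higher at 8 h than at 2 h and 78 lower.

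With the test against 1.5-fold in place of the 2-fold criterion, which admits estimates below 2-fold, coding genes lower numbered 7 at 2 h and 33 at 8 h, and noncoding features lower 3 at 2 h. The test against 2-fold asks for more than an estimate of 2-fold by construction. It left 54, 59 and 79 features higher and 0, 2 and 11 lower at 2, 4 and 8 h, and 57 higher and 2 lower at consecutive times. Of these, coding genes were 45, 48 and 65 higher, 0, 1 and 6 lower, and 46 higher and 1 lower at consecutive times, and noncoding features were 9, 11 and 14 higher, 0, 1 and 5 lower, and 1 lower at consecutive times. The rebuilt contrast kept 13 higher and 8 lower. Without the 8 h time, fewer times can give a call, and 4 features (2 coding and 2 noncoding) were lower at consecutive times.

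Lists called numbered 5, 5 and 11 at 2, 4 and 8 h with log2 fold changes in place of Wald scores, for which the cause was not tested, and 12 at 8 h with a correlation of 0.1, which widens camera's null by construction.

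No paired analysis was possible because the tables hold no values per library and their columns carry no replicate numbers. For the same reason another normalization, other test tools, the pseudocount, the filter on low counts in the fit, other samples in the fit, leaving out each replicate, the replicate block and an estimated correlation were not run, and other splits of the samples cannot be tested. Depth limits features with few reads: an adjusted p is missing for 669 at 8 h.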
